A study of Homo sapiens with 11 samples. Its data were reported in "Electrophilic compound screening identifies GPX4-dependent ferroptosis as a senescence vulnerability" (2026).

How the data were processed

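RNA sequencing was analysed in SK-MEL-103, an established human melanoma cell line. Cells were grown for 6 days with the solvent DMSO, with 0.25 µM etoposide or with 0.5 µM tozasertib, and medium and drugs were renewed on day 3. Etoposide is a topoisomerase II poison that leaves DNA breaks, and tozasertib is an inhibitor of the Aurora kinases, which drive mitosis. Both drugs were used by the study to bring cells into senescence, a lasting arrest of division. There were 11 samples: 4 with DMSO, 4 with etoposide and 3 with tozasertib, where replicate 3 was not analysed here. Nothing in the sources says that the replicates were separate cultures, so p-values measure only the spread between these samples, which may be technical.

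RNA was purified on columns, poly(A)-selected and turned into strand-specific libraries by the authors. The submitters' processing notes name cutadapt 4.7, Salmon 1.9.0, R 4.4.2, DESeq2 1.40.2 and the build GRCh38. Per the file headers, each deposited table is a Salmon output with 1 line per transcript and holds estimated counts of reads, TPM and the effective length of each transcript. The deposited estimated counts are not whole and are not normalized. The authors' TPM values were divided by effective length and scaled to the same sum in each sample. The study's methods name another aligner for this experiment, while the columns of these tables are those of Salmon. Salmon's options and the release of its transcript set are not given in the sources used here.

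Transcripts were joined to genes with the GENCODE release 44 annotation of GRCh38, by their versioned identifiers. Each table listed 251645 transcripts, of which 437 had no match, so 99.8% were matched. The unmatched transcripts held between 0.136% and 0.163% of the reads of a sample and were left out. Estimated counts were summed over the transcripts of each gene, giving 61566 genes, and rounded to whole numbers. Totals per sample ran from 27882689 to 56534763 reads. No replicates of a group agreed within sampling noise, so each counted as a sample.

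Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with TMM scaling and 1 mean per group over all 11 samples. The function filterByExpr kept 17039 genes. P-values were adjusted by the Benjamini-Hochberg method (BH), and a gene was called at an adjusted p under 0.05. Standard errors (SE) were derived from the fold change and the F statistic. Levels are given as CPM, the reads of a gene over all reads of the sample in edgeR's usual unit, scaled by TMM, as mean ± SD over the samples of a group. Log2 fold changes are those fitted by edgeR. The 3 comparisons were: each drug against DMSO, and tozasertib against etoposide.

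Gene lists were fixed before the data were examined, and each was tested with camera of limma 3.58.1 on voom values, with a preset correlation between genes of 0.01 and BH adjustment over the 26 lists. Camera asks whether a list moved against the other genes. The lists covered mitosis and G2/M, DNA replication and S phase, p53 target genes, SASP factors (proteins secreted by senescent cells), the type I interferon response, HLA class I antigen presentation, ferroptosis defence, iron uptake and storage, polyunsaturated and ether lipid synthesis, selenoproteins and selenium machinery, NRF2 target genes, BCL2 family and death receptors, the lysosome, melanocyte differentiation, a dedifferentiated melanoma state, the extracellular matrix, cholesterol synthesis, the integrated stress response, the unfolded protein response, homologous recombination and Fanconi anaemia repair, replication-dependent histones, mitochondrially encoded mRNAs, markers of fibroblasts, of keratinocytes and of immune cells, and the genes whose siRNAs the study used in its screen for senolytic targets. That last list came from the study's protein pulldowns, not from these samples. For each list the calls are given as adjusted over all genes and as adjusted over the list alone. Camera was repeated with an estimated correlation. For the BCL2 family and death receptors under etoposide that estimate was -0.031, below the preset 0.01, and the call was still lost. A call lost in this repeat is therefore not in itself evidence of correlated genes.

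Genes to name were also chosen by a rule set before the data were examined. It took 27 genes central to the study whatever their values, the 10 highest and 10 lowest protein-coding genes for each drug against DMSO (6 and 6 for tozasertib against etoposide) among called genes with at least 5 CPM in a group and no overlap between groups, and up to 4 members of each list with the smallest adjusted p. Where 5 or fewer members of a list were called in a direction, those outside the rule are named too, and were chosen after their values were seen. Some genes that the rule takes are not reported here.

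The pipeline was tested on simulated counts with the means and totals of these samples and 200 genes changed. For etoposide against DMSO it recovered 50.7% of the genes changed 1.5-fold, 68.8% of those changed 2-fold and 90.5% of those changed 4-fold, and 6.12% of its calls were false. For tozasertib against DMSO these shares were 55.1%, 70.3%, 94.8% and 4.03%. For tozasertib against etoposide they were 57.4%, 68.6%, 88.2% and 8.75%. In the real comparisons with DMSO 9941 (etoposide) and 10105 (tozasertib) genes were called, far more than 200. The cutoff set by BH depends on how many genes change, so the simulated shares need not hold for those comparisons.

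Alternatives fixed before the data were examined were the size factors and the Wald test of DESeq2 1.42.0, library size alone, no filter beyond 1 read, a mean of at least 1 CPM, counts scaled for transcript length, only the groups compared in a fit, the replicate number as a block, protein-coding genes alone, each sample left out in turn, and for lists an estimated correlation, fry of limma and fgsea 1.28.0. Leaving out DMSO replicates 1 and 4 together, and thinning every sample to the smallest total, were added after the data were seen. Genes that share reads with near-identical copies, such as FTL and FTH1 with their processed pseudogenes, the histone genes and CGB8, are reported as uncertain, since Salmon divides such reads by estimate. Proteins, lipids and the other measurements of the study were not analysed here.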

Results

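Transcripts were measured by poly(A) RNA sequencing in SK-MEL-103 melanoma cells after 6 days with DMSO (n = 4), etoposide (n = 4) or tozasertib (n = 3). The study used these samples to ask whether cells under either drug carry the gene expression of senescence, and its wider work concerns ferroptosis, a form of cell death through iron-dependent oxidation of lipids that the enzyme GPX4 prevents. The comparisons below give the mRNA side of both questions. The study itself shows gene set enrichment plots of senescence and SASP signatures for each drug against DMSO. Those signatures are not among the lists tested here, so the SASP list below does not answer for them. Totals were 28863009 to 32957818 reads with DMSO, 28547842 to 40170233 with etoposide and 27882689 to 56534763 with tozasertib. Genes with at least 1 read numbered 22975 ± 309 (SD), 23930 ± 853 and 25976 ± 1661 in these groups. Mitochondrial transcripts took 3.16% ± 0.778, 4.24% ± 0.805 and 4.36% ± 0.507 (SD) of the reads.

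The first principal component held 60.1% of the variance and parted both treatments from DMSO. The second held 11.1% and parted tozasertib from etoposide. The third held 6.34% and spread the DMSO samples alone, from -45.7 in replicate 1 to 36.7 in replicate 4. In DMSO replicate 1, short genes were high against the other DMSO samples (Spearman correlation of the deviation with gene length -0.381, across genes, which are not independent replicates), and in replicates 4 and 3 long genes were high (0.367 and 0.199). The other samples lay between -0.022 and 0.048. DMSO replicate 4 also had the lowest mitochondrial share of all samples, 2.08%.

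Etoposide against DMSO asked what 6 days of DNA breaks do to these cells. Genes of cell division and DNA synthesis fell, p53 target genes rose, and every measured gene of cholesterol synthesis fell. Of 39 lysosomal genes 30 rose, of 37 type I interferon genes 31 and of 32 extracellular matrix genes 19. With an estimated correlation between genes the list calls of the lysosome (adjusted p = 0.101), interferon (0.343), matrix (0.273), mitosis (0.136) and replication (0.101) were lost, and those of the p53 targets and cholesterol synthesis were kept. CDKN1A, which encodes the cell cycle inhibitor p21, went from 458.0 ± 34.2 to 1405.7 ± 32.8 CPM, 3.07-fold higher (SD, n = 4; edgeR adjusted p = 1.31e-10). MKI67, a marker of dividing cells, was 4.66-fold lower, and LMNB1, the lamin lost in senescence, was 4.54-fold lower. GPX4 mRNA was 1.36-fold higher.

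All 36 genes of mitosis and G2/M fell, with a median log2 fold change of -2.09, and 36 fell adjusted over the list alone (camera adjusted p = 1.4e-20, but adjusted p = 0.136 with an estimated correlation). CCNB2 (a mitotic cyclin, -2.50), PRC1 (-2.42), KIF2C (-2.34) and HMMR (-2.27) had the smallest adjusted p. The drug targets moved with them: TOP2A changed by -1.75, AURKA by -1.60 and AURKB by -2.49, while TOP2B, the topoisomerase II of non-dividing cells, changed by -0.99. Of 40 genes of DNA replication, 39 fell and CCNE1 rose, with the same counts adjusted over the list alone. Their median was -1.53 (camera adjusted p = 1.1e-20, and adjusted p = 0.101 with an estimated correlation). UHRF1 changed by -1.43, MCM4 by -1.51 and CDC6 by -1.59. Of 26 genes of homologous recombination and Fanconi anaemia repair, 24 fell, 25 adjusted over the list alone, with a median of -1.47 (adjusted p = 1.01e-11, and adjusted p = 0.101 with an estimated correlation). BLM, a helicase, changed by -1.93 and RAD54L by -1.85.

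Of 31 measured p53 target genes, 28 rose and 0 fell, 29 and 0 adjusted over the list alone, with a median of 1.13 (adjusted p = 1.74e-15, kept with an estimated correlation at adjusted p = 0.000879). MDM2, a ubiquitin ligase, changed by 1.38, BTG2 by 2.14 and the death receptor FAS by 2.01. Other cell cycle inhibitors went both ways, CDKN1B (p27) by 0.50 and CDKN2A, which encodes p16, by -0.38. The CDKN2A value sums all transcripts of the gene, so the p16 transcript was not measured apart. In the list of BCL2 family and death receptors, 14 of 24 rose and 6 fell, also adjusted over the list alone (median 0.34, adjusted p = 0.0237, lost at adjusted p = 0.101 with an estimated correlation). BCL2L1, which encodes the survival protein BCL-xL, changed by 0.83, and the death-promoting HRK and BBC3 by 2.61 and 1.23.

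The SASP factors did not move together. Of 42 measured, 14 rose and 19 fell, also adjusted over the list alone, with a median of -0.18 (adjusted p = 0.955). IGFBP7, which binds growth factors, changed by 3.00, the chemokine CCL2 by 2.77, the interleukins IL6 by 1.92 and IL1B by 1.67, PLAT by 1.46 and IGFBP3 by 1.31. CXCL8 fell by 1.91 and IL1A by 1.43. The summed level of the list was 6116.8 ± 168 CPM with DMSO and 10586.2 ± 788 with etoposide.

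Of 37 type I interferon genes, 31 rose and ISG20, a nuclease, fell, also adjusted over the list alone (median 1.11, adjusted p = 1.27e-08, lost at adjusted p = 0.343 with an estimated correlation). IFIT2 changed by 2.31, TRIM22 by 2.12 and STAT2 by 1.42. HLA class I antigen presentation had 6 of 19 genes higher and 4 lower, 6 and 3 adjusted over the list alone (median 0.12, adjusted p = 0.446). HLA-B changed by 0.88 and TAP1 by 0.34, while NLRC5, an activator of these genes, changed by -0.51, and PSMB9, IRF1 and CALR also fell.

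GPX4 (ENSG00000167468.20, chromosome 19, 1103982 to 1106791, GRCh38) was at 132.6 ± 30.3 CPM with DMSO and 180.9 ± 8.86 with etoposide (SD, n = 4). Its log2 fold change was 0.45 (SE 0.12, adjusted p = 0.00564). GPX4 is a short gene, and DMSO replicate 1 was high for short genes. The list of ferroptosis defence, however, fell: 3 of 25 genes rose and 14 fell, 4 and 14 adjusted over the list alone (median -0.29, adjusted p = 0.01, lost at adjusted p = 0.136 with an estimated correlation). GPX4, SLC3A2 and SQSTM1 were the 3 higher. The 14 include DHCR7 (-2.09), an enzyme that uses up 7-dehydrocholesterol, a sterol known to hold back ferroptosis. A fall of DHCR7 could thus add to defence, although it counts toward the fall of the list. No value of the list without DHCR7 is given here. SLC7A11, the cystine transporter, was 2.48-fold lower (-1.31, adjusted p = 5.55e-06). SCD, an enzyme that makes monounsaturated fats, changed by -2.41, MBOAT1 by -2.52, CISD2 by -1.20 and AIFM2, which regenerates a lipid antioxidant, by -0.28.

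Iron genes went both ways, with 6 of 21 higher and 6 lower, also adjusted over the list alone (median 0.05, mean -0.04, adjusted p = 0.986). FTL, the ferritin light chain, changed by 0.78 (adjusted p = 6.69e-06) and FBXL5, an iron sensor, by 1.15, while the iron chaperones PCBP1 and PCBP2 each changed by -0.63 and the mitochondrial importer SLC25A37 by -1.21. The ferritin heavy chain FTH1 had -0.02 (adjusted p = 0.915) and the transferrin receptor TFRC 0.11 (adjusted p = 0.481), neither past the test. FTL and FTH1 share reads with pseudogenes. Of 21 genes of polyunsaturated and ether lipid synthesis, CYB5R1 rose and 10 fell, also adjusted over the list alone (median -0.07, adjusted p = 0.0156, lost at adjusted p = 0.123 with an estimated correlation). The desaturases FADS1 and FADS2 changed by -2.28 and -2.06 and the elongase ELOVL5 by -1.10, while ACSL4, which loads polyunsaturated fats, had 0.04 (adjusted p = 0.736).

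Selenoproteins and their machinery had 11 of 27 higher and 9 lower, also adjusted over the list alone, with a median of -0.02 against a mean of 0.19 (adjusted p = 0.601). GPX3 changed by 2.12 and SELENOT by 0.68, while the selenium importer LRP8 changed by -2.46 and the elongation factor EEFSEC by -1.13. NRF2 targets had 6 of 29 higher and 12 lower, 6 and 13 adjusted over the list alone (median -0.15, adjusted p = 0.21), among them TKT, an enzyme of the pentose phosphate pathway, at -0.77. Of the 19 genes of the study's siRNA screen, 6 were higher and 7 lower, also adjusted over the list alone (median -0.07, adjusted p = 0.88). NCEH1 changed by 1.00, RTN3 by -1.27, CYB5B by -0.93 and GSDME by -0.70, while GSTO1 had -0.17 (adjusted p = 0.164).

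Of 39 lysosomal genes, 30 rose and 4 fell (GUSB, NPC1, CD63 and ATP6V0A1), also adjusted over the list alone (median 0.58, adjusted p = 8.04e-10, lost at adjusted p = 0.101 with an estimated correlation). GAA changed by 1.81, CTSA by 1.53, LAMP2 by 1.51 and GLB1, the enzyme behind senescence-associated β-galactosidase staining, by 0.62. All 24 measured genes of cholesterol synthesis and uptake fell, also adjusted over the list alone (median -2.18, adjusted p = 1.65e-18, kept at adjusted p = 0.0288 with an estimated correlation). HMGCS1, an early enzyme of the pathway, changed by -2.87, FDFT1 by -2.31 and LSS by -1.91.

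Extracellular matrix genes had 19 of 32 higher and 6 lower, also adjusted over the list alone (median 0.84, adjusted p = 7.48e-05, lost at adjusted p = 0.273 with an estimated correlation). MATN2 changed by 4.17, the collagens COL5A1 and COL4A1 by 3.97 and 3.42, and FBLN1 by -1.55. Among markers of fibroblasts, COL1A1, LUM and COL14A1 rose and TWIST2 fell of 6 measured, also adjusted over the list alone (median 1.66, adjusted p = 0.133, and 0.0425 without etoposide replicate 2), and the list summed to 53.1 ± 3.92 CPM with DMSO and 161.5 ± 7.02 with etoposide, with LUM, which the matrix list also holds, at 23.1 and 106.1 CPM. Keratinocyte markers summed to 55.1 ± 9.16 and 57.5 ± 1.10 CPM, with KRT17 higher and KRT14 lower of 4, also adjusted over the list alone (median -0.26, mean 0.14, adjusted p = 0.955). The call of KRT14 was lost with length-scaled counts (adjusted p = 0.0695). Immune markers summed to 64.8 ± 5.33 and 40.5 ± 3.07 CPM, with CD68 and CD14 lower of 5, also adjusted over the list alone (median -0.68, adjusted p = 0.365).

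Lineage genes were mixed. Of 15 measured melanocyte genes, 7 rose and 5 fell, 7 and 7 adjusted over the list alone, with a median of 0.30, a mean of 0.04 and a test in the lower direction (adjusted p = 0.918). ERBB3 changed by -3.21, RAB38 by -1.78 and the lineage factor SOX10 by -0.67, and PAX3 and RAB27A fell too. The factor MITF had 0.30 (adjusted p = 0.0185, but 0.0601 without etoposide replicate 4, 0.0675 with no filter and 0.0681 with length-scaled counts). The dedifferentiated state had 13 of 24 higher and 9 lower, 13 and 10 adjusted over the list alone (median 0.27, adjusted p = 0.12), with NGFR at 1.37, TGFBI at 1.09 and NT5E at -2.34.

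The integrated stress response had 9 of 28 higher and 15 lower, 9 and 17 adjusted over the list alone (median -0.55, adjusted p = 0.133), with STC2 at 1.97 and the serine synthesis enzymes PHGDH at -2.83 and PSAT1 at -1.18. Of 24 genes of the unfolded protein response, 5 rose and 14 fell, 6 and 14 adjusted over the list alone (median -0.19, adjusted p = 0.037, lost at adjusted p = 0.273 with an estimated correlation, and also without etoposide replicate 1, at 0.0655, or DMSO replicate 4, at 0.0628). DNAJB9, SEL1L, ATF6, HYOU1 and SYVN1 rose, while the factor XBP1 changed by -1.06 and MANF by -1.24. Replication-dependent histone genes, whose mRNAs normally lack a poly(A) tail, had 11 of 22 higher and 4 lower, also adjusted over the list alone (median 0.90, adjusted p = 0.00359, lost at adjusted p = 0.123 with an estimated correlation). H2AC6 changed by 3.65, H2BC5 by 3.51 and H2BC12 by 2.74, while H3C3, H1-4, H2AC20 and H2BC17 fell, with reads divided between near-identical copies. Mitochondrially encoded mRNAs had 6 of 13 higher and MT-ND6, MT-CO3 and MT-ATP6 lower, 7 and 3 adjusted over the list alone (median 0.40, adjusted p = 0.21), with MT-ND5 at 1.02.

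Among protein-coding genes with at least 5 CPM in a group and no overlap between groups, the largest rises were those of ACKR3, an atypical chemokine receptor, MEGF6, TENM2, ADAMTS14, SULF2, TLL2, GASK1B, CEMIP, CRISPLD2 and MN1. ACKR3 had 2 reads over the 4 DMSO samples and 7.75 ± 2.45 CPM (SD, n = 4) with etoposide. ADAMTS14, a metalloprotease that processes collagen, was 48.9-fold higher and CRISPLD2 28.4-fold higher. The lowest included CA9, a carbonic anhydrase induced at low oxygen, ETV4, ACOX2, DMBT1, WNT7B, SLCO4A1, ETV1, HMGA1 and ACAT2. CA9 went from 15.7 ± 3.14 CPM (SD, n = 4) to 1 read over the 4 etoposide samples. ETV4, a transcription factor induced by growth signalling, was 28.8-fold lower and HMGA1, a chromatin protein of dividing cells, 12.2-fold lower.

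Of 17039 genes tested, 4717 were higher and 5224 lower with etoposide (58.3%), and 1730 and 1299 of these changed at least 2-fold. The larger direction depended on the scaling, with 4978 higher and 4912 lower under DESeq2 size factors and 5141 and 4687 with library size alone. Of 26 lists, 6 were called higher and 7 lower, and 2 kept a call with an estimated correlation.

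**Figure D1:**
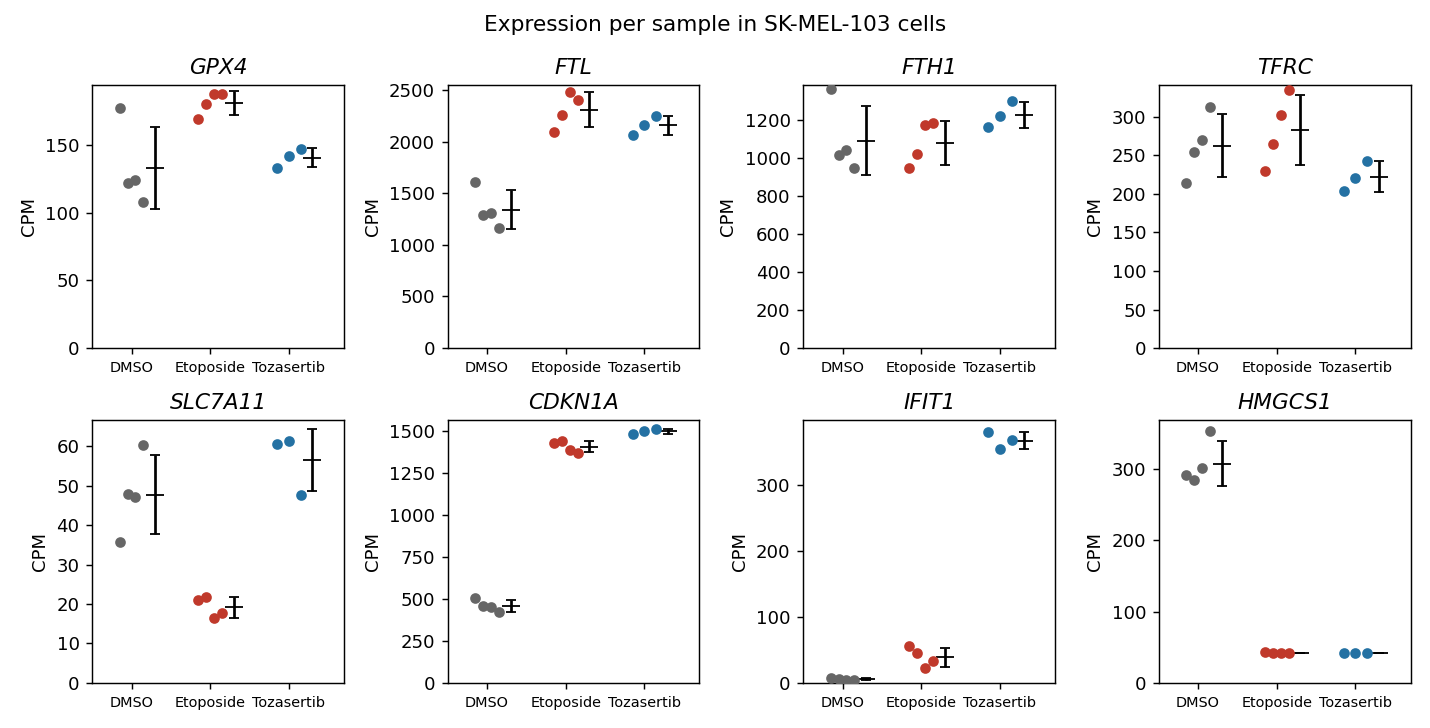
Levels of 8 genes in each sample, in CPM scaled by TMM, for DMSO, etoposide and tozasertib. Points are samples and bars the mean ± SD; CDKN1A is higher under both drugs, HMGCS1 lower under both, SLC7A11 lower under etoposide alone, and IFIT1 highest under tozasertib at 366.4 CPM.

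Tozasertib against DMSO asked the same of cells with blocked Aurora kinases. All 37 measured type I interferon genes rose, with a median log2 fold change of 3.19. Genes of cell division fell, p53 targets rose and all genes of cholesterol synthesis fell, as they did with etoposide. With an estimated correlation the list calls of interferon (adjusted p = 0.112) and mitosis genes (0.109) were lost. CDKN1A reached 1498.3 ± 14.5 CPM (SD, n = 3), 3.27-fold higher (adjusted p = 1.63e-10). GPX4 mRNA was not called different from DMSO.

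The interferon genes kept 37 calls adjusted over the list alone (adjusted p = 1.4e-21, but adjusted p = 0.112 with an estimated correlation). IFIT1, which binds foreign RNA, went from 5.52 ± 1.46 CPM (n = 4) to 366.4 ± 12.9 (SD, n = 3), 66.6-fold higher. IFIT2 changed by 4.60, IFIT3 by 4.18 and IFIT5 by 2.27. The list summed to 682.0 ± 21.2 CPM with DMSO and 6349.8 ± 226 with tozasertib. HLA class I antigen presentation had 15 of 19 genes higher, with IRF1 and PDIA3 lower, also adjusted over the list alone (median 0.74, adjusted p = 0.00026, lost at adjusted p = 0.37 with an estimated correlation). HLA-B changed by 1.49, the peptide transporters TAP1 and TAP2 by 1.30 and 0.86 and ERAP2 by 0.83. IFNB1, the gene of interferon beta, did not pass the filter on low counts.

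All 36 genes of mitosis fell, also adjusted over the list alone (median -2.89, adjusted p = 1.51e-23, and adjusted p = 0.109 with an estimated correlation). CDC25C changed by -3.42, CCNB2 by -3.24, AURKB by -3.25, AURKA by -2.22, TOP2A by -2.66 and MKI67 by -2.91, with LMNB1 at -2.90 and TOP2B at -0.74. Of 40 replication genes, 39 fell and CCNE1 rose, also adjusted over the list alone (median -1.96, adjusted p = 1.28e-23, and adjusted p = 0.0618 with an estimated correlation), with CDC6 at -2.49 and MCM4 at -2.09. Of 26 repair genes, 24 fell, also adjusted over the list alone (median -1.83, adjusted p = 4.35e-13, and adjusted p = 0.0921 with an estimated correlation), with RAD54L at -2.57 and BLM at -2.56. Of 31 p53 targets, 30 rose and 0 fell, also adjusted over the list alone (median 1.31, adjusted p = 1.78e-16, kept at adjusted p = 0.000772 with an estimated correlation). MDM2 changed by 1.82, BTG2 by 2.25, CDKN1B by 0.50 and CDKN2A by -0.48. Of the BCL2 family and death receptors, 17 of 24 rose and BCL2, BAD, PMAIP1 and MCL1 fell, also adjusted over the list alone (median 0.50, adjusted p = 0.00126, kept at adjusted p = 0.0411 with an estimated correlation), with BCL2L1 at 0.95 and HRK at 2.80. By fgsea that list was not called (adjusted p = 0.214).

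Of 42 SASP factors, 16 rose and 15 fell, also adjusted over the list alone, with a median of -0.07 and a mean of 0.26 (adjusted p = 0.59). IL6 changed by 2.82, IGFBP7 by 2.74, CCL2 by 2.43 and IL1B by 1.85. IL1A fell by 0.93. CXCL8 had -0.52 (adjusted p = 0.0219), a call lost without tozasertib replicate 1 (adjusted p = 0.102), DMSO replicate 2 (0.0672) or tozasertib replicate 4 (0.056), with library size alone (0.0551) or with length-scaled counts (0.0534).

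GPX4 was at 140.4 ± 7.13 CPM (SD, n = 3), with a log2 fold change of 0.08 against DMSO (SE 0.13, adjusted p = 0.602). DMSO replicate 1 decided this value: without it the change was 0.25 (adjusted p = 0.00488), and without DMSO replicates 1 and 4, an alternative added after the data were seen, it was 0.20 (adjusted p = 0.0124). Ferroptosis defence had 6 of 25 higher and 10 lower, also adjusted over the list alone (median -0.05, adjusted p = 0.28). SQSTM1 changed by 1.15 and TXNRD1, a selenoprotein that reduces thioredoxin, by 0.67, while SCD changed by -2.30 and CISD2 by -1.11. DHCR7 is among the 10 lower genes (-2.21). SLC7A11 had 0.25 (adjusted p = 0.185, but 0.0307 without DMSO replicate 4) and AIFM2 0.00 (adjusted p = 0.98).

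Iron genes had 6 of 21 higher and 7 lower, 7 and 7 adjusted over the list alone (median -0.07, adjusted p = 0.621). FTL changed by 0.69 (adjusted p = 4.49e-05), FBXL5 by 0.86 and ACO1, an iron-sensing RNA-binding protein, by -1.08. FTH1 had 0.17 (adjusted p = 0.227) and TFRC -0.24 (adjusted p = 0.137), and without DMSO replicate 1 both were called (0.29 with adjusted p = 0.0082 and -0.33 with adjusted p = 0.0283). Of 21 genes of polyunsaturated and ether lipid synthesis, ACSL5, CYB5R1 and PLA2G6 rose and 11 fell, also adjusted over the list alone (median -0.26, adjusted p = 0.00557, lost at adjusted p = 0.0921 with an estimated correlation), with FADS1 at -2.42 and ACSL3 at -1.64. ACSL4 had -0.09 (adjusted p = 0.422). Selenoproteins had 10 of 27 higher and 9 lower, also adjusted over the list alone (median 0.04, adjusted p = 0.775). NRF2 targets had 12 of 29 higher and 8 lower, also adjusted over the list alone (median 0.24, adjusted p = 0.565), with OSGIN1 at 1.01 and TKT at -0.62. The siRNA screen genes NCEH1, ATP6V1A, C18orf32 and ALDH1A3 were higher and 7 of 19 lower, also adjusted over the list alone (median -0.18, adjusted p = 0.332), with CYB5B 2.00-fold lower and GSTO1 at -0.18 (adjusted p = 0.169).

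Of 39 lysosomal genes, 30 rose and NPC1, GUSB and CD63 fell, also adjusted over the list alone (median 0.61, adjusted p = 1.57e-09, lost at adjusted p = 0.0921 with an estimated correlation), with GAA at 1.89, PSAP at 1.45 and GLB1 at 0.47. All 24 cholesterol genes fell, also adjusted over the list alone (median -2.34, adjusted p = 4.99e-19, kept at adjusted p = 0.0267 with an estimated correlation), HMGCS1 by 2.87 and FDFT1 by 2.51 log2 units. Extracellular matrix genes had 21 of 32 higher, with FBLN1 and COL12A1 lower, 22 and 3 adjusted over the list alone (median 0.95, adjusted p = 6.87e-06, lost at adjusted p = 0.217 with an estimated correlation). Histone genes had 12 of 22 higher, with H3C3, H2AC20, H1-4 and H2BC17 lower, also adjusted over the list alone (median 0.89, adjusted p = 0.00153, lost at adjusted p = 0.0921 with an estimated correlation), H2AC6 at 3.90. Of 24 genes of the unfolded protein response, DNAJB9, SEL1L, ERN1 and ATF6 rose and 14 fell, 5 and 15 adjusted over the list alone (median -0.24, adjusted p = 0.00808, lost at adjusted p = 0.175 with an estimated correlation).

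Melanocyte genes had 8 of 15 higher and 5 lower (ERBB3, RAB38, RAB27A, SOX10 and PAX3), 8 and 6 adjusted over the list alone (median 0.27, adjusted p = 0.621). PMEL, a pigment granule protein, went from 0.325 ± 0.189 to 3.85 ± 0.518 CPM, and MITF had 0.27 (adjusted p = 0.0393), with no call without DMSO replicate 1 (0.0895), 2 (0.084) or 3 (0.0665), tozasertib replicate 1 (0.122), 2 (0.0657) or 4 (0.0872), or etoposide replicate 3 (0.0523). In all, MITF lost this call in 11 of 22 alternatives, with adjusted p up to 0.142. The dedifferentiated state had 13 of 24 higher and 8 lower, also adjusted over the list alone (median 0.28, adjusted p = 0.119), with DKK1 at 1.99. The integrated stress response had 8 of 28 higher and 12 lower, 9 and 12 adjusted over the list alone, with a median of -0.15, a mean of 0.04 and a test in the lower direction (adjusted p = 0.436). Mitochondrially encoded mRNAs had 5 of 13 higher (MT-ND4L, MT-ND5, MT-ND1, MT-ND2 and MT-CYB) and MT-ND6, MT-CO3 and MT-ATP6 lower, also adjusted over the list alone (median 0.40, adjusted p = 0.384), and MT-CYB lost its call without tozasertib replicate 1 (adjusted p = 0.0695) or 2 (0.0563).

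Fibroblast markers had COL1A1, LUM, COL14A1 and PDGFRA higher and TWIST2 lower of 6, also adjusted over the list alone (median 1.55, adjusted p = 0.216, and 0.0313 without tozasertib replicate 2), and summed to 138.8 ± 2.53 CPM. The call of COL14A1, at 0.382 CPM, was lost without tozasertib replicate 1 (adjusted p = 0.0666) or 2 (0.0502) or DMSO replicate 3 (0.053), 4 of 20 alternatives in all losing it. Keratinocyte markers summed to 56.5 ± 4.82 CPM, KRT17 higher and KRT14 lower of 4, also adjusted over the list alone (median -0.14, mean 0.18, test in the lower direction, adjusted p = 0.962). Immune markers summed to 46.5 ± 2.55 CPM, with CD163 higher and CD68, CD14 and LYZ lower of 5, also adjusted over the list alone (median -0.49, adjusted p = 0.344). CD163 and LYZ, both under 1 CPM, lost their calls, CD163 without tozasertib replicate 1 (adjusted p = 0.236) or 4 (0.0927) or DMSO replicate 2 (0.096) or 4 (0.0836), and LYZ without tozasertib replicate 2 (0.0613). In all, CD163 lost its call in 10 of 21 alternatives (adjusted p up to 0.413) and LYZ in 2 of 21.

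By the same rule the largest rises included those of XAF1, IFI44L, RSAD2, OAS2, IFIT1 and IFI27, all induced by interferon, and of CRYAB, MEGF6 and CLCA2. RSAD2 was 133.3-fold higher and OAS2 93.2-fold higher. CLCA2, a membrane protein, went from 0.920 ± 0.206 to 64.0 ± 10.2 CPM (SD, n = 4 and 3). The lowest included CA9, at 2 reads over the 3 tozasertib samples, WNT7B, ACOX2, DMBT1, ETV4, TK1, ACAT2, POLE2 and SLCO4A1. TK1 and POLE2, which serve DNA synthesis, were 14.9-fold and 13.5-fold lower.

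Of the 17039 genes tested, 5097 were higher and 5008 lower with tozasertib (59.3%), and 2081 and 1237 of these changed at least 2-fold. With library size alone 5908 were higher and 4239 lower, and with DESeq2 size factors 5095 and 5010. Of 26 lists, 7 were called higher and 6 lower, and 3 kept a call with an estimated correlation.

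**Figure D2:**
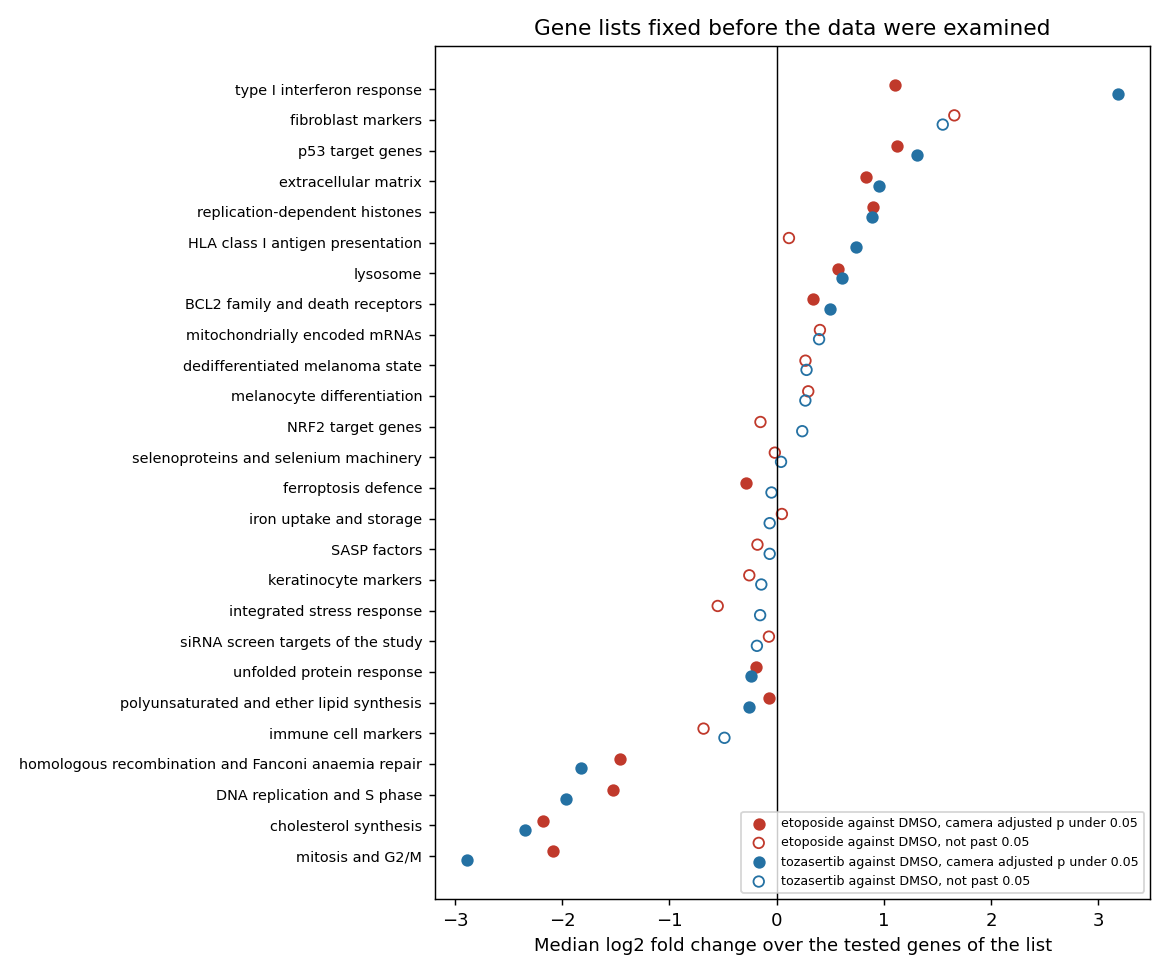
Median log2 fold change of each of the 26 gene lists against DMSO, under etoposide and under tozasertib. Filled points have a camera adjusted p under 0.05; type I interferon genes lie at 1.11 under etoposide and 3.19 under tozasertib, and cholesterol synthesis lowest at -2.18 and mitosis lowest at -2.89.

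Set side by side, both treatments moved the same genes in large part: 3987 genes were called higher under both and 4302 lower under both, against 1411 and 1535 that independent lists of these sizes would share, and 44 were called in opposite directions. BCL2L1, CDKN1A, HMGCS1, FTL and the lysosomal CTSA are examples with like values under both drugs. Across genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.873 and a Spearman rho of 0.894. Both comparisons use the same DMSO samples, and unchanged groups simulated against them gave a mean r of 0.467 and at most 0 shared calls by edgeR (20 simulations). The covariance was 0.925 against a simulated 0.028, a difference of 0.896. With the DMSO samples divided between the drugs in each of 6 ways, r averaged 0.712 and the covariance 0.945, and 3126 genes were higher and 3662 lower under both.

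**Figure D3:**
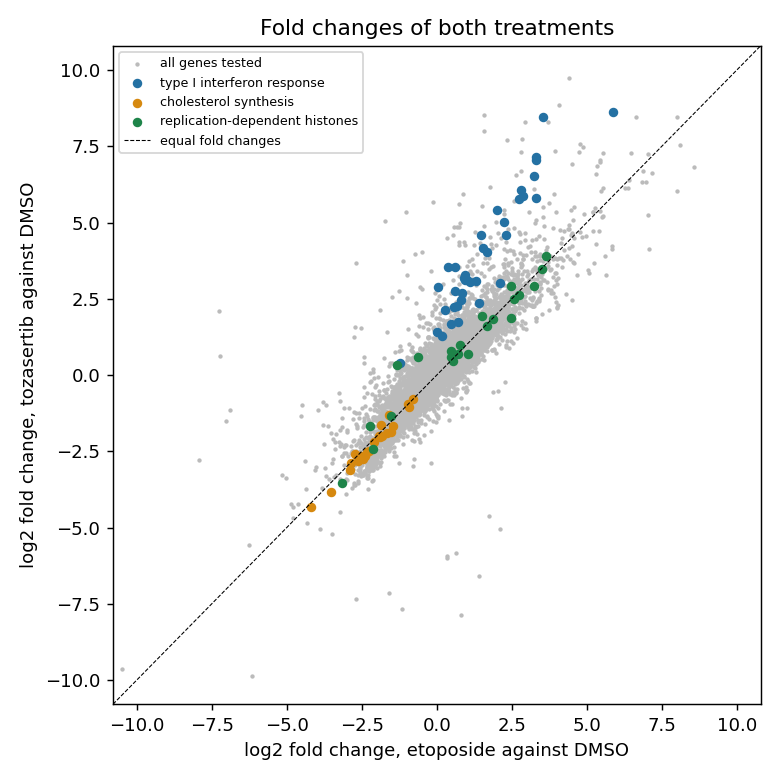
Log2 fold change of each gene under etoposide (horizontal axis) and tozasertib (vertical axis), both against DMSO, with the interferon, cholesterol and histone lists marked. The cholesterol genes lie low on both axes and the interferon genes above the diagonal; r over all 17039 genes is 0.873.

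Tozasertib against etoposide asked where the drugs differ. Interferon genes stood out: all 37 were higher under tozasertib, also adjusted over the list alone, with a median of 2.29 (adjusted p = 2.43e-62, kept at adjusted p = 0.0275 with an estimated correlation). IFIT1 was 9.49-fold higher under tozasertib and IFIT2 4.88-fold. Antigen presentation had 14 of 19 genes higher, 14 with 1 lower adjusted over the list alone (median 0.61, adjusted p = 1.89e-11, lost at adjusted p = 0.107 with an estimated correlation), with NLRC5 at 1.25 and TAP1 at 0.96. Genes of division were lower still: 34 of 36 mitosis genes, 36 adjusted over the list alone (median -0.76, adjusted p = 2.37e-25, lost at adjusted p = 0.107 with an estimated correlation), CDC25C at -1.29 and TOP2A at -0.91.

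The ferroptosis genes differed too. SLC7A11 was 2.94-fold higher under tozasertib than under etoposide (56.6 ± 7.78 and 19.2 ± 2.65 CPM; log2 1.56, SE 0.16, adjusted p = 2.63e-05). Of 25 genes of ferroptosis defence, 11 were higher and MBOAT2 lower, 11 and 2 adjusted over the list alone (median 0.15, adjusted p = 0.00262, lost at adjusted p = 0.107 with an estimated correlation), with TXNRD1 at 0.69 and SQSTM1 at 0.49. NRF2 targets had 11 of 29 higher and 0 lower, 12 and 0 adjusted over the list alone (median 0.18, adjusted p = 3.54e-05, lost at adjusted p = 0.107 with an estimated correlation), with OSGIN1 at 0.80 and NQO1 at 0.57. GPX4 had -0.37 (SE 0.13, adjusted p = 0.0921), which passed the test without DMSO replicate 1 (adjusted p = 0.000963), and TFRC -0.35 (adjusted p = 0.124), which passed without DMSO replicate 1 (0.0448) or etoposide replicate 1 (0.0396). FTL had -0.10 (adjusted p = 0.588) and FTH1 0.18 (adjusted p = 0.369). Iron genes TF, SLC25A28, HMOX1 and SLC11A2 were higher and ACO1, STEAP3, CYBRD1 and FBXL5 lower of 21, also adjusted over the list alone (median -0.10, adjusted p = 0.303). Lipid synthesis had FAR2 higher and LPCAT3 lower of 21, also adjusted over the list alone (median -0.06, adjusted p = 0.415). Selenoprotein genes TXNRD1 and SECISBP2 were higher and GPX3 and SEPHS1 lower of 27, 2 and 3 adjusted over the list alone (median -0.09, adjusted p = 0.169), the call of SEPHS1 being lost with library size alone (adjusted p = 0.0939). It was lost too without tozasertib replicate 1 (0.111), 2 (0.128) or 4 (0.179), etoposide replicate 2 (0.135), 3 (0.114) or 4 (0.0685), or DMSO replicate 2 (0.0678) or 3 (0.0747), and SEPHS1 lost this call in 13 of 22 alternatives in all. By edgeR 0 of the 19 siRNA screen genes were called, also adjusted over the list alone (median -0.08, adjusted p = 0.114, and 0.0426 without tozasertib replicate 4), with 4 at an unadjusted p under 0.05 and 1 called by DESeq2.

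Replication genes had 28 of 40 lower, 34 adjusted over the list alone (median -0.48, adjusted p = 1.37e-21, lost at adjusted p = 0.0817 with an estimated correlation), with CDC6 at -0.90. Repair genes had 10 of 26 lower, 15 adjusted over the list alone (median -0.38, adjusted p = 1.66e-06, lost at adjusted p = 0.196 with an estimated correlation), with RAD54L at -0.72. P53 targets had 9 of 31 higher and PLK2 lower, also adjusted over the list alone (median 0.14, adjusted p = 1.53e-05, kept at adjusted p = 0.0275 with an estimated correlation). By fgsea the p53 list was not called (adjusted p = 0.27). Of the BCL2 family and death receptors, TNFSF10, BIRC3, TNFRSF10A, FAS and BIRC2 of 24 were higher, 11 with 1 lower adjusted over the list alone (median 0.19, adjusted p = 0.000389, kept at adjusted p = 0.0275 with an estimated correlation). By fgsea that list was not called (adjusted p = 0.216). The call of FAS was lost with DESeq2 size factors (adjusted p = 0.069). It was lost too without etoposide replicate 1 (0.0582), 2 (0.0626), 3 (0.117) or 4 (0.111) or tozasertib replicate 1 (0.138), 2 (0.132) or 4 (0.13), and FAS lost this call in 12 of 22 alternatives in all. SASP factors had 14 of 42 higher and 4 lower, ANGPTL4, IL11 and PLAT among them, 16 and 6 adjusted over the list alone (median 0.17, adjusted p = 0.0286, lost at adjusted p = 0.332 with an estimated correlation, and also without etoposide replicate 1, at 0.0945, or tozasertib replicate 4, at 0.0669). CXCL8 was 2.63-fold and IL6 1.86-fold higher under tozasertib.

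Melanocyte genes had 7 of 15 higher and 0 lower, 9 and 0 adjusted over the list alone (median 0.37, adjusted p = 0.000606, lost at adjusted p = 0.0941 with an estimated correlation), PMEL at 3.25. The integrated stress response had 7 of 28 higher and 0 lower, 10 and 0 adjusted over the list alone (median 0.16, adjusted p = 0.00325, lost at adjusted p = 0.248 with an estimated correlation), STC2 at 0.36. Cholesterol synthesis had INSIG1 higher and IDI1 and SREBF2 lower of 24, also adjusted over the list alone (median -0.15, adjusted p = 0.00499, lost at adjusted p = 0.332 with an estimated correlation). The dedifferentiated state had NT5E, DKK1, FOSL1 and JUN higher and 3 lower of 24, WNT5A and LOXL2 among them, 5 and 4 adjusted over the list alone (median -0.01, mean 0.06, adjusted p = 0.767). Extracellular matrix had 6 of 32 higher and 8 lower, 8 and 12 adjusted over the list alone, with a median of -0.17, a mean of 0.12 and a test in the lower direction (adjusted p = 0.0952, and 0.0443 without DMSO replicate 1 and 0.0465 without tozasertib replicate 4). Lysosomal CTSS, FUCA1, CTSD, LIPA and SCARB2 were higher of 39, also adjusted over the list alone (median 0.02, adjusted p = 0.589), and DERL3 was the lower gene of 24 in the unfolded protein response, with 0 adjusted over the list alone (median -0.05, adjusted p = 0.188).

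Histone genes H2BC21 and H2AC6 were higher of 22, 3 with 1 lower adjusted over the list alone (median -0.01, mean 0.14, adjusted p = 0.587), the call of H2AC6 being lost with DESeq2 size factors (adjusted p = 0.0639). It was lost too without etoposide replicate 1 (0.0575), 2 (0.0897), 3 (0.101) or 4 (0.081), tozasertib replicate 1 (0.129), 2 (0.12) or 4 (0.12), or DMSO replicate 3 (0.06), and H2AC6 lost this call in 12 of 22 alternatives in all. By edgeR 0 of 13 mitochondrially encoded mRNAs were called, also adjusted over the list alone (median -0.03, adjusted p = 0.767), with 0 at an unadjusted p under 0.05 and 0 by DESeq2. COL1A1 was the lower gene of 6 fibroblast markers, also adjusted over the list alone (median -0.08, adjusted p = 0.155). By edgeR 0 of 4 keratinocyte markers (median 0.11, adjusted p = 0.97) and 0 of 5 immune markers (median 0.20, adjusted p = 0.97) were called, also adjusted over the list alone, with 2 and 1 at an unadjusted p under 0.05 and 0 by DESeq2. By the rule for large changes, the genes highest against etoposide included XAF1, BGN, CYP4F3, IFITM1 and CRYAB. CGB8, ACKR3, CEMIP, TENM2, ADAMTS14 and MARCHF3 were lowest, ADAMTS14 at 3.23-fold lower.

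Of the 17039 genes, 966 were higher and 929 lower under tozasertib than under etoposide (11.1%), with 358 and 60 at least 2-fold. The larger direction depended on the scaling, with 874 higher and 1159 lower under DESeq2 size factors and 1070 and 760 with library size alone. The total of 1895 was 3399 without DMSO replicate 1, 1036 without tozasertib replicate 1 and 1075 without tozasertib replicate 2.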

Values the study reported

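In its search for the proteins behind the killing of senescent SK-MEL-103 cells, the study used 76 siRNAs directed at 19 targets.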

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

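The tests of sequencing depth, immune RNA, moved histone reads and the gene length trend around GPX4 were chosen only after the result was seen. The tests of chance splits and of the histone transcripts were fixed earlier.

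A sample far from the others of its group was found in 4 of 114 groups, and chance flags about 1 in 20 groups. DMSO replicate 3 had 23436 genes detected (mean of the others 22821.7). DMSO replicate 1 had AIFM2 at 42.0 CPM (mean of the others 35.9) and summed keratinocyte markers at 68.6 CPM (50.5). Etoposide replicate 1 had summed ferroptosis defence genes at 2291.8 CPM (2433.3).

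A difference between the drugs, by the edgeR test of tozasertib against etoposide, marked 6 of the genes taken by the naming rule, whose fitted changes against DMSO had opposite signs; over all genes tested 44 were called in opposite directions. BGN (log2 difference 4.69) and NLRC5 (1.25) were called in opposite directions. SLC7A11 (1.56) and AIFM2 (0.28) were called under etoposide alone, with 0.25 (adjusted p = 0.185) and 0.00 (0.98) under tozasertib. TXNRD1 (0.69) and ACO1 (-1.13) were called under tozasertib alone, with -0.02 (adjusted p = 0.858) and 0.05 (0.708) under etoposide. The fall of BGN under etoposide (-0.71, adjusted p = 0.0374) lost its call in 12 of 22 alternatives. These were library size alone (adjusted p = 0.0586), the Wald test of DESeq2 (0.0847), no filter (0.0815), length-scaled counts (0.0666), only the groups compared (0.11), DMSO replicates 1 and 4 left out (0.164), and fits without etoposide replicate 1 (0.0587) or 3 (0.111), DMSO replicate 2 (0.0721) or 4 (0.176), or tozasertib replicate 1 (0.0517) or 4 (0.0506). The call of the AIFM2 difference between the drugs ended without tozasertib replicate 1 (adjusted p = 0.0785) or 2 (0.0737).

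Type I interferon genes were higher under tozasertib than under etoposide, with a median of 2.29. The deeper library of tozasertib replicate 1 could raise genes of low level, but the median was 2.31 with all samples thinned to one depth and 2.25 without that sample, so depth does not account for it. RNA of immune cells could carry such genes, but immune markers other than CD68 summed to 1.73 CPM under tozasertib and 1.38 under etoposide, a ratio of 1.25, far below the interferon ratio. The difference follows the drug, as a response of the melanoma cells may, and which step of that response differs was not tested.

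Of 22 replication-dependent histone genes, 11 were higher and 4 lower under etoposide and 12 and 4 under tozasertib. In the camera repeat with an estimated correlation both list calls were lost (adjusted p = 0.123 and 0.0921). Reads moved between near-identical histone genes would leave the summed list level unchanged, but it was at least 5.16 times the DMSO mean in each treated sample. A shift to longer annotated transcripts of the same genes, above 700 bases, could bring poly(A) tails: long transcripts rose by 0.753 log2 units more than short ones (mean; 0.57 to 1.01, in 7 of 7 treated samples). Their share of histone reads was 65.4% with DMSO, 74.0% with etoposide and 78.4% with tozasertib. Short transcripts rose too, with 15.7 to 23.4 CPM in the DMSO samples and 62.7 to 73.4 in the treated samples. A shift to longer transcripts alone would not raise the short ones, so it may account for only part of the rise. Tails were not measured, and Salmon divides reads between such transcripts by estimate.

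GPX4 was called under etoposide and not under tozasertib. DMSO replicate 1 was high for short genes, and the 210 genes within 20% of the length of GPX4 and with a mean of at least 10 CPM had a median log2 ratio of 0.354 in that sample against the other DMSO samples (quartiles 0.164 to 0.497). GPX4 itself had 0.586, above 84.3% of them. The length trend may therefore account for much, and perhaps not all, of its high level there, and the split call between the drugs could rest on that sample. Without it GPX4 was called under tozasertib too, at 0.25, with the difference between the drugs then also called (adjusted p = 0.000963), so a larger rise under etoposide remains possible.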

How the results depend on the processing

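Of 418 called gene results, 393 kept their call under every alternative that gave a value, 25 lost it under some and 0 changed sign. There were 22 alternatives, but 16 to 21 gave a value for CD14, COL14A1, CD163, LYZ and XAF1 in a comparison with DMSO. GPX4 under etoposide ranged from 0.359 to 0.615, always called. Leaving out DMSO replicates 1 and 4 together was chosen after seeing the data, as was thinning. The cause was not tested for any change below.

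The count of 1895 genes between tozasertib and etoposide was 1130 with length-scaled counts, 3552 with only the groups compared, 3795 with DMSO replicates 1 and 4 left out, and 1036 to 3399 with single samples left out. At least 2-fold, 418 became 670 with no filter and 230 at a mean of 1 CPM. With the replicate number as a block it was 1619, and against DMSO 9858 (etoposide) and 9806 (tozasertib). Equal-number samples of tozasertib and etoposide had correlated deviations of 0.23, 0.091 and 0.12, equal-number pairs with DMSO -0.097 to 0.051. Unequal numbers reached 0.161 (etoposide 3 with tozasertib 4) and 0.158 (etoposide 1 with DMSO 2), the means were 0.043 for equal and -0.014 for unequal numbers, and 5 of 11 samples correlated best with their own number. No source says what a number marks.

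FTH1 under etoposide, at -0.02, was 0.013 with DESeq2 size factors and 0.013 by its Wald test, 0.042 with library size, 0.01 at 1 CPM, 0.022 with only the groups compared, 0.019 with coding genes, 0.064 with DMSO replicates 1 and 4 left out, and -0.08 to 0.106 with single samples left out. AIFM2 under tozasertib was -0.003 by the Wald test, -0.008 with no filter, -0.001 with only the groups compared and -0.024 to 0.057 with single samples left out. GPX4 under tozasertib was 0.195 with DMSO replicates 1 and 4 left out and 0.004 to 0.246 with single samples left out; ACSL4 under etoposide was -0.04 to 0.106.

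Of 26 lists, 13 were called in each comparison; an estimated correlation called 2 for etoposide, 3 for tozasertib and 3 between them. Fry, which tests a list against no change and so asks another question than camera, called 21 and 21 against DMSO and 14 between the drugs. Between the drugs fgsea called 5: mitosis, replication, repair, interferon and antigen presentation. For etoposide against DMSO it did not call these camera lists: BCL2 family (adjusted p = 0.62), histones (0.108) and unfolded protein response (0.245). It called fibroblast markers (0.0304), which camera did not. For tozasertib against DMSO it did not call these camera lists: BCL2 family (0.214), histones (0.123), unfolded protein response (0.171) and lipid synthesis (0.177).

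Lists that changed direction had these adjusted p. Etoposide: SASP 0.0125 by fry, iron 0.463 by fry and 0.916 by fgsea, siRNA targets 0.893 with DMSO replicates 1 and 4 left out, melanocyte 0.834 by fgsea, keratinocyte 0.965 with the replicate block; with single samples left out SASP 0.874 to 0.999, iron 0.874 to 0.999, and the siRNA screen targets of the study list, etoposide against DMSO, 0.719 to 0.885. Tozasertib: stress response 0.78 by fgsea, keratinocyte 0.898 with DMSO replicates 1 and 4 left out, 0.883 thinned, 0.741 by fry, 0.676 by fgsea and 0.86 to 0.99 with single samples left out. Between the drugs: lipid synthesis 0.967, matrix 0.329 and immune 0.898 by fgsea; keratinocyte 0.874 with the replicate block and 0.9 thinned; with single samples left out dedifferentiated 0.418 to 0.853, lysosome 0.38 to 0.982, mitochondrial 0.341 to 0.91; for the immune cell markers list, tozasertib against etoposide, 0.748 to 0.982, and for the keratinocyte markers list, tozasertib against etoposide, 0.804 to 0.994.

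The correlation of both treatments, 0.873, was 0.712 with DMSO samples split, 0.918 at 1 CPM and 0.843 to 0.883 with single samples left out. The gene length trend was 0.038 for tozasertib, 0.065 at 1 CPM, 0.05 length-scaled with the replicate block and -0.016 to 0.073 with single samples left out; for etoposide it was -0.041 to 0.055.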

Other observations

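The gene lists for oxygen shortage and ERK output were written after CA9, ETV4 and ETV1 were seen, before the values of their other genes; the tests of chance splits and gene length were fixed earlier.

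A hypothesis for the fall of CA9 is that treated cultures, with fewer dividing cells, may have been less short of oxygen. Of 19 other genes induced at low oxygen, 16 were lower under both drugs (84.2%, against 25.3% of all genes). LDHA had -2.13 under etoposide and -2.47 under tozasertib, BNIP3 -2.58 and -2.58, NDRG1 -2.35 and -2.31, and PDK1 -2.05 and -2.13. SLC2A1, a glucose transporter, was higher (1.46 and 0.93). The prediction held, but cell density and oxygen were not measured, and several of these genes also serve glycolysis.

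A second hypothesis is that lower output of the ERK pathway could lie behind the fall of ETV4 and ETV1. Of 14 other genes of that output, 10 were lower under both drugs (71.4%, against 25.3% of all genes). DUSP6 had -1.86 under etoposide and -1.28 under tozasertib, ETV5 -2.14 and -2.05, and SPRY2 -1.01 and -0.73. CCND1, EPHA4 and EPHA2 were higher under both. The prediction held for most genes, and ERK activity was not measured.

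Another hypothesis was that a topoisomerase II poison may lower long genes. The lowest Spearman correlation of the etoposide fold change with gene length was -0.041 over the fits with single samples left out, too near 0 for the predicted fall, so no such trend was seen. It was lower than that of tozasertib in 11 of 11 such fits, which share most samples.

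Chance differences between samples could give calls as well. Over all 35 splits of the samples into groups of these sizes, 1 reached the count of called genes in each comparison, the real split itself. The highest counts of the others were 0 for etoposide against DMSO, 5884 for tozasertib against DMSO and 726 for tozasertib against etoposide. The 5884 came from a split that differs from the real one by a single DMSO sample placed with the tozasertib samples; the 4 such splits gave 970 to 5884 genes and every other split at most 2. The 726 came from placing etoposide replicate 1 with the tozasertib samples, and every other split gave 0.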
